A study of Mus musculus with 16 samples. Its data were reported in "LXR Suppresses Inflammatory Gene Expression and Neutrophil Migration through cis-Repression and Cholesterol Efflux" (2018).

How the data were processed

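Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adaptors into open DNA, in bone marrow-derived macrophages of C57BL/6J mice. Per the labels, 16 libraries of 50000 cells each fell into 4 groups of 4. On day 8 of culture the cells received DMSO (Veh) or the synthetic LXR agonist T0901317 (T0) at 500 nM for 3 h. LXR, the liver X receptor, is a nuclear receptor that senses oxysterols. The Veh and T0 groups were then harvested, and the LPS and T0-LPS groups received lipopolysaccharide, a bacterial ligand of TLR4, at 10 ng/mL for a further 2 h in the same medium. Comparisons of a group with LPS against a group without it therefore also compared 2 culture times.

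The authors trimmed adaptors, aligned the reads with Bowtie2, removed PCR duplicates with samtools and called peaks with MACS2 at a q threshold of 0.001, with a fixed shift and extension, on the 4 libraries of a group together. They then kept peaks that corresponded to macrophage enhancers, defined by H3K27ac or H3K4me2 in ChIP-seq of other macrophages. The deposited list of each group held 1 line per peak with its position, a name that ends in a number, and a score. The score was the authors' peak caller score per peak. Its values were what 10 times the -log10 q-value would give, which no header stated, and it grows with the depth of the pooled libraries, so it was used only to rank, describe or filter peaks within a list. Peak widths grow with depth too and were compared between lists as such. Peaks were pooled over the 4 libraries of a group, so no value here has a replicate check, no p-value is given, and Wilson 95% intervals cover counting error only. Read numbers, signal tracks and lists per library were not used here, so the depth per library is unknown.

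The genome build was not stated for the ATAC alignment. Contig names were those of GRCm38 (mm10), and every peak on the 21 main chromosomes ended within the GRCm38 length. Of the Veh peaks, 35.1% had their midpoint within 1 kb of an annotated transcription start site (TSS), against 3.14% after all peaks were moved by 1 Mb. Genes, TSSs, exons and untranslated regions were taken from the GENCODE vM21 basic annotation, in which all 69 genes of the 3 fixed lists were found by symbol. Coordinates are 1-based in GRCm38.

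Numbers in the peak names rose along each chromosome in all 35524 pairs of neighbouring Veh peaks and in all such pairs of the other lists. They were taken to number the peaks as called, so that a number missing between neighbours stands for a called peak that the enhancer filter removed. A peak missing from another list was said to have room for a removed peak when the numbers of its flanking peaks in that list were not consecutive. The removed peak could then lie at the missing peak or elsewhere between the flanking peaks. Intervals of the same length were not compared, so room may also reflect a wide interval. Room was found between 27.2% of neighbouring Veh peaks, 22.0% in the T0 list, 24.6% in the LPS list and 22.6% in the T0-LPS list.

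A peak was called shared when it overlapped a peak of the other list by at least 1 bp, and otherwise missing from it. Veh peaks missing from the T0 list were called T0-closed, and T0 peaks missing from the Veh list T0-opened. LPS-closed and LPS-opened peaks were defined in the same way from the Veh and LPS lists. T0-closed-in-LPS peaks were LPS peaks missing from the T0-LPS list, and T0-opened-in-LPS peaks the converse. These names describe presence in a list after the authors' threshold and filter. The T0 and T0-LPS lists were compared in addition.

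Shares were set beside 10000 random lists of the same size, matched as stated, with the range that held the central 95% of them. Such ranges describe these lists and are not tests across animals. Random lists of peaks were matched on score decile for overlaps and TSS shares. For an overlap between closed sets, they were drawn from peaks that could have belonged to both. These lists, and those for TSS shares of the changed sets and for widths, could hold tested peaks, which moves them towards the observed value. Lists for LPS-opened peaks absent from T0-LPS left the tested peaks out. Random gene lists were drawn from 21951 protein-coding genes, matched on decile of the number of Veh and LPS peaks within 100 kb of the TSS. Width ratios of peaks that overlapped 1 peak in each direction were set beside 1000 random lists of the same score decile and width decile in the Veh list.

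Motifs were scanned as consensus sequences on either strand in the 200 bp at the peak centre. They were the nuclear receptor half-site AGGTCA, its direct repeat with a spacer of 4 bp (DR4, AGGTCANNNNAGGTCA with up to 2 mismatches), AP-1 (TGASTCA), NF-kB (GGGRNWYYCC), PU.1 (GAGGAAGT) and CTCF (CCASYAGRKGGC). The background was other peaks of the same list matched on quintile of width and of GC content. For T0-closed peaks, 4482 of 6470 members fell in groups with too few other peaks and were drawn with replacement. With the background matched on score, this held for 4872 of the 6470 and for 935 of 3366 T0-closed-in-LPS peaks. The random ranges leave out the counting error of the peaks drawn again, so differences for T0-closed peaks were also computed with that error. Motif discovery and gene ontology analysis were not run.

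The definitions of the sets, the gene lists, the motifs, the comparisons, the named genes and the alternatives were fixed before the data were examined, except where the text says otherwise. Named genes were Il1b, Srebf1, Ptgs2, Itgb2, Abca1, Abcg1, Lpcat3, Scd2, Mertk and Myd88, which the study examined by name. Around each, overlapping peaks of the 4 lists were merged into regions within 100 kb of the TSS. Named peaks were taken from the 3 with the highest score in each of the 6 changed sets, and 1 of them is not reported here.

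Alternatives chosen at the same time were 50% of the peak covered, a reciprocal overlap of 50%, peaks within 500 bp counted as shared, windows of 200 bp at peak centres, a score of at least 50 in both lists, peaks at or above the median score of the tested list, lists of equal length, and autosomes only. Windows of 50 kb and 10 kb were tried for genes, and of 500 bp and 2 kb for TSSs. For motifs, the whole peak, other mismatch limits, a wider half-site consensus and all other peaks as background were tried. Added after the data were seen were a score of at least 200 in the tested list, 50 score bins for overlaps, a motif background matched on 20 score bins, and a restriction to missing peaks with no room for a removed peak.

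The code was tested on simulated data. In the Veh list of 35551 peaks against a copy without 200 of them, all 200 planted losses were recovered and no other peak was called lost. All 18 counts made from the 6 comparisons under 3 overlap rules equalled those of bedtools. Of 100 simulated sets of Veh peaks with no effect, 98 fell inside the central 95% of their random lists. All 100 sets with an added effect of 10 points lay above it. In these sets the outcome varied with score decile alone, and fewer weak peaks were members than among T0-closed peaks. Differences in score within a decile were therefore not tested. Every motif was found in all 300 random sequences that carried it. Of 300 random sequences without a planted site, 25 had a half-site and 5 had DR4 by chance. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, pysam 0.24.0, bedtools 2.31.1 and samtools 1.23.1.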

Results

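ATAC-seq peaks were compared between bone marrow-derived macrophages treated with vehicle (Veh), the LXR agonist T0, LPS or both (T0-LPS), with 4 libraries per group pooled into 1 list of enhancer peaks. The Veh list held 35551 peaks over 15.5 Mb, the T0 list 29839 over 11.9 Mb, the LPS list 33181 over 13.9 Mb and the T0-LPS list 31085 over 12.6 Mb. Median peak width was 383 bp in Veh, 351 bp in T0, 368 bp in LPS and 360 bp in T0-LPS. The median score was 372, 305, 319 and 292 in the same order, each on the scale of its own list. The highest number in the peak names was 54437 in the Veh list, 40852 in T0, 47925 in LPS and 42832 in T0-LPS. By that number, the enhancer filter retained 65.3%, 73.0%, 69.2% and 72.6% of the called peaks. Relative to Veh, the number of retained peaks fell by 16.1% with T0, by 6.67% with LPS and by 12.6% with both. The number of removed peaks fell by 41.7%, 21.9% and 37.8%. Merged over the lists there were 37648 regions, of which 26439 (70.2%) held a peak in all 4.

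The comparison of T0 with Veh asked which regions lost or gained accessibility upon LXR activation. Of the Veh peaks, 6474 (18.2%, 95% interval 17.8 to 18.6%) were T0-closed. Of the T0 peaks, 224 (0.751%, interval 0.659 to 0.855%) were T0-opened, which gave 28.9 closed peaks per opened peak. The T0-closed count moved most when only Veh peaks at or above the median score were looked for, of which 141 were missing from the T0 list. The T0-opened count was 13 at or above the median score, its largest move as a ratio. It was 2035 under a reciprocal overlap of 50%, its largest move in number of peaks.

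Missing peaks were concentrated among weak peaks. T0-closed peaks had a median score of 131 against 454 for shared Veh peaks, and a median width of 225 bp against 426 bp. The lowest 3 score deciles of the Veh list contained 91.0% of them. In the lowest decile, 79.7% of Veh peaks were missing from the T0 list, in the next 57.7%, and from the sixth decile upwards at most 1.24%. In the converse direction, 5.02% of T0 peaks in the lowest decile were missing from the Veh list. T0-opened peaks had a median score of 99.5 against 305 for shared T0 peaks.

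**Figure D1:**
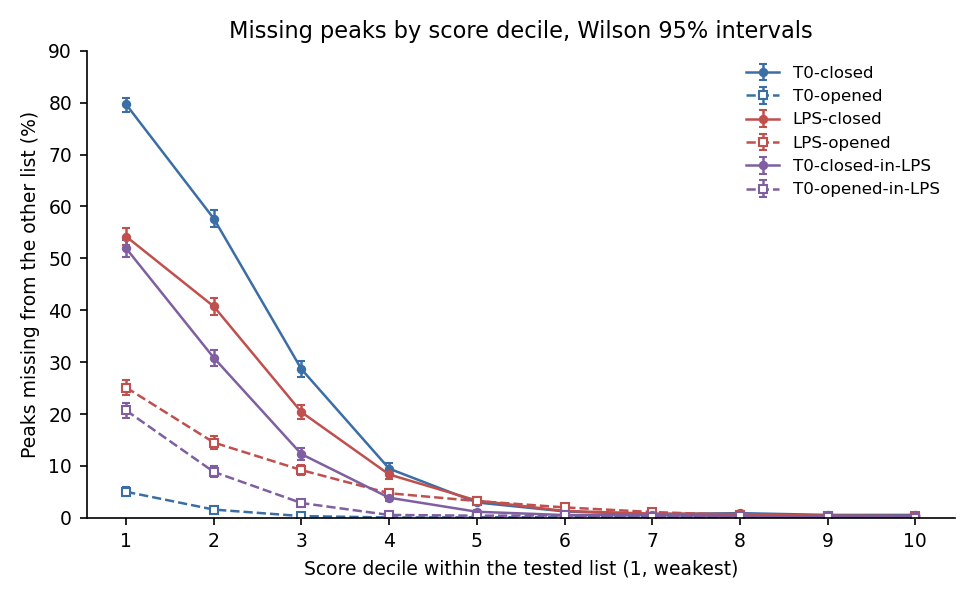
Share of peaks missing from the other list (vertical axis, percent) by score decile of the tested list (horizontal axis, decile 1 the weakest), with Wilson 95% intervals. Closed sets are filled circles and opened sets open squares, and in decile 1 the share was 79.7% for T0-closed and 5.02% for T0-opened peaks.

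Peaks shared between Veh and T0 were also narrower with T0. Of 28291 peaks that overlapped 1 peak in each direction, 87.5% (interval 87.1 to 87.9%) were narrower in the T0 list. Their median width was 421 bp in Veh and 354 bp in T0, and the median change was -11.3%. Between Veh and LPS, 67.8% of 30024 such peaks were narrower in LPS, with a median change of -5.55%. Between LPS and T0-LPS, 63.9% of 29050 were narrower in T0-LPS, with a median change of -3.62%.

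The gaps in the peak numbers limited how a missing peak could be read. Among the T0-closed peaks at or above the median Veh score, 139 of 141 (98.6%, interval 94.98 to 99.6%) lay where the T0 numbering left room for a peak removed by the enhancer filter. Below the median score, 35.8% of T0-closed peaks had room. No room was left at 4066 T0-closed and 123 T0-opened peaks, of which 2 T0-closed and no T0-opened peaks reached the median score of their list.

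**Figure D2:**
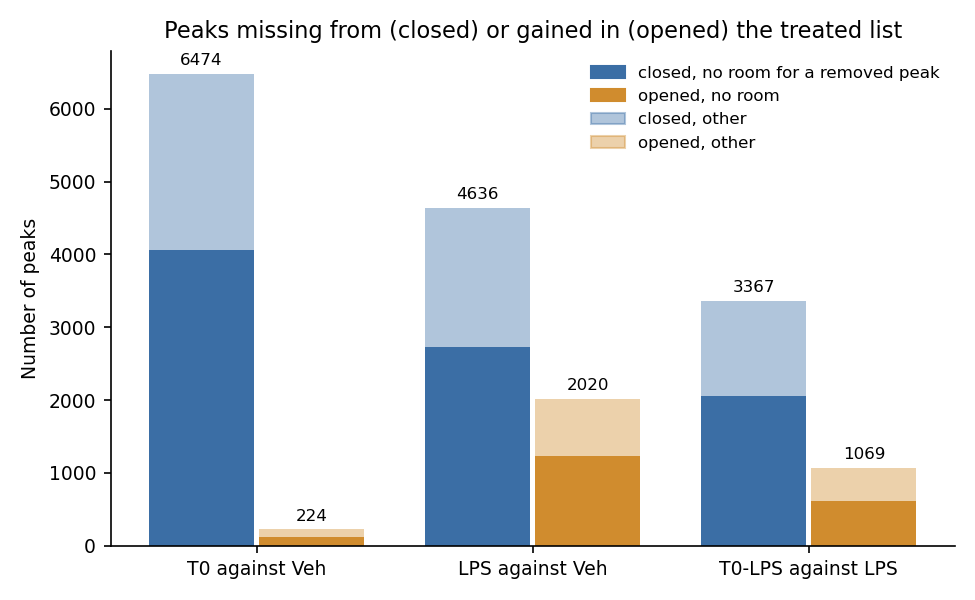
Number of closed and opened peaks in each comparison (vertical axis, peaks), with the number above each bar. The dark part of a bar counts peaks with no room for a peak removed by the enhancer filter, such as 4066 of the 6474 T0-closed peaks.

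The comparison of LPS with Veh showed the effect of TLR4 stimulation on the same cells. LPS-closed peaks numbered 4636 (13.0% of Veh peaks, interval 12.7 to 13.4%) and LPS-opened peaks 2020 (6.09% of LPS peaks, interval 5.84 to 6.35%), or 2.30 closed per opened peak. Among peaks at or above the median score of the tested list the order turned, with 128 closed and 147 opened peaks. Room for a removed peak was left at 111 of 127 LPS-closed and at 81 of 146 LPS-opened peaks of that strength, so that 16 and 65 had none. One peak of each set had no flanking peak. The lowest 3 score deciles held 88.3% of LPS-closed and 79.4% of LPS-opened peaks. Of the LPS-opened peaks, 88 (4.36%) overlapped a T0 peak.

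**Figure D3:**
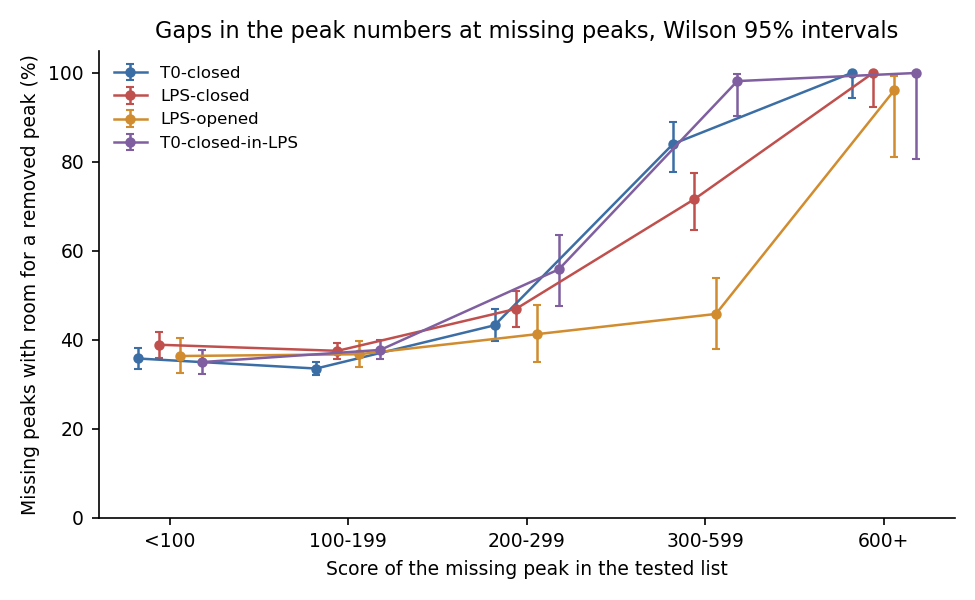
Share of missing peaks with room for a removed peak in the searched list (vertical axis, percent) by score of the missing peak (horizontal axis), with Wilson 95% intervals and points shifted sideways for legibility. Under a score of 100 the share was 35.01 to 38.9% in the 4 sets, and from 300 to under 600 it was 45.8% for LPS-opened peaks against 71.7 to 98.2% in the 3 closed sets.

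The effect of T0 in stimulated cells was read from T0-LPS against LPS. T0-closed-in-LPS peaks numbered 3367 (10.1% of LPS peaks, interval 9.83 to 10.5%) and T0-opened-in-LPS peaks 1069 (3.44% of T0-LPS peaks, interval 3.24 to 3.65%), or 3.15 closed per opened peak. At or above the median score of the tested list there were 64 closed and 35 opened peaks, and all 63 and 34 of them with a flanking peak had room for a removed peak. The lowest 3 deciles held 93.0% of the closed and 93.9% of the opened peaks. Set against T0 alone, T0-LPS lacked 2346 T0 peaks (7.86%) and had 3743 peaks (12.04%) missing from the T0 list, or 0.627 closed per opened peak. Of these 3743, 2468 had no room in the T0 numbering. The median score was reached by 233, and 104 of those 233 had no room.

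Whether T0 closed the same regions with and without LPS was asked by overlapping the closed sets. Of the T0-closed-in-LPS peaks, 1208 (35.9%, interval 34.3 to 37.5%) overlapped a T0-closed peak. Only 2425 of the 3367 overlapped any Veh peak, and of these 49.8% were T0-closed, against a mean of 33.2% (31.8 to 34.7%) in random lists of the same score deciles. The share moved most when lists were shortened to equal length, to 16.9% of all T0-closed-in-LPS peaks. In that setting, the share of those that overlapped a Veh peak was 30.3% against 15.4% in random lists. T0-closed peaks were also LPS-closed in 3311 cases (51.1%, interval 49.9 to 52.4%), against 40.2% (39.6 to 40.9%) in random lists and 13.0% of all Veh peaks. Of the T0-closed peaks, 3163 (48.9%) overlapped an LPS peak, 2333 (36.04%) a T0-LPS peak, and 2910 neither.

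Loss of LPS-opened peaks upon T0 treatment was compared with loss of other LPS peaks. Of the 2020 LPS-opened peaks, 942 (46.6%, interval 44.5 to 48.8%) were absent from the T0-LPS list, against 7.78% of LPS peaks that overlapped a Veh peak. Random lists of the latter with the same score deciles gave 27.4% (25.9 to 29.0%). None of the 10000 random lists reached the observed share in these 3 overlaps. Among peaks with a score of at least 200 in the tested list, 10.97% of LPS-opened peaks were absent, against 1.62% in random lists.

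Changed peaks lay near a TSS less often than the whole lists they came from, before matching on score. Within 1 kb of a TSS lay 35.1% of Veh, 37.9% of T0, 36.6% of LPS and 37.8% of T0-LPS peaks. The share was 23.8% (interval 22.8 to 24.9%) for T0-closed peaks, 18.6% for LPS-closed, 20.7% for LPS-opened, 24.2% for T0-closed-in-LPS, 28.6% for T0-opened and 27.3% for T0-opened-in-LPS peaks. Random lists of the same score deciles gave 29.2% (28.5 to 29.9%) for T0-closed, 29.2% (28.2 to 30.2%) for LPS-closed, 30.2% for LPS-opened, 29.8% for T0-closed-in-LPS, 32.6% (26.8 to 38.8%) for T0-opened and 29.6% (27.1 to 32.2%) for T0-opened-in-LPS peaks. The shares of these last 2 sets lay inside their random ranges, and the other 4 below theirs. As tested peaks could be drawn, the ranges lean towards the observed shares. The T0-opened-in-LPS share, close to its lower limit, is therefore not settled. With a window of 500 bp, the LPS-opened share fell to 0.389 times that of the whole list, from 0.566.

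Consensus motifs were counted to ask which factors could bind the changed peaks. A nuclear receptor half-site was found in 11.7% of T0-closed peaks (interval 10.9 to 12.5%), against 13.5% (12.7 to 14.3%) in other Veh peaks of the same width and GC content. With all other Veh peaks as background the value was 11.8%. DR4 was found in 1.95% of T0-closed peaks against 2.50% (2.13 to 2.87%) in matched lists, a ratio of 0.779 that became 1.06 with all other peaks as background. In T0-closed-in-LPS peaks the half-site share was 11.9% against 12.6% (11.9 to 13.4%), and the DR4 share 2.05% against 2.17% (1.81 to 2.53%). Of the T0-opened peaks, 15.2% had a half-site against 12.2% (8.04 to 16.5%) and 2.68% had DR4 against 2.29%, differences that were not detectable with 224 peaks. NF-kB was found in 6.70% of T0-opened peaks (interval 4.10 to 10.8%) against 3.36% (1.34 to 5.80%), a ratio of 1.995 that became 0.985 with sets made under a reciprocal overlap of 50%.

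NF-kB was found in 17.8% of LPS-opened peaks (interval 16.2 to 19.6%), against 2.63% (2.03 to 3.32%) in matched LPS peaks, a ratio of 6.77. AP-1 was found in 14.1% of them (interval 12.7 to 15.7%) against 16.8% (15.4 to 18.3%). That ratio of 0.839 turned to 1.03 with all other LPS peaks as background and to 1.19 with a background matched on score. PU.1 was found in 6.24% of LPS-opened peaks against 11.3% in matched lists. In T0-closed peaks AP-1 was found in 13.5% against 15.4%, but against 10.1% when the background was matched on score. CTCF was found in 1.64% of T0-closed peaks (interval 1.36 to 1.98%) against 1.03% (0.788 to 1.27%), and NF-kB in 3.17% against 2.66%, an NF-kB difference whose interval included 0 once the counting error of the background peaks was added.

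**Figure D4:**
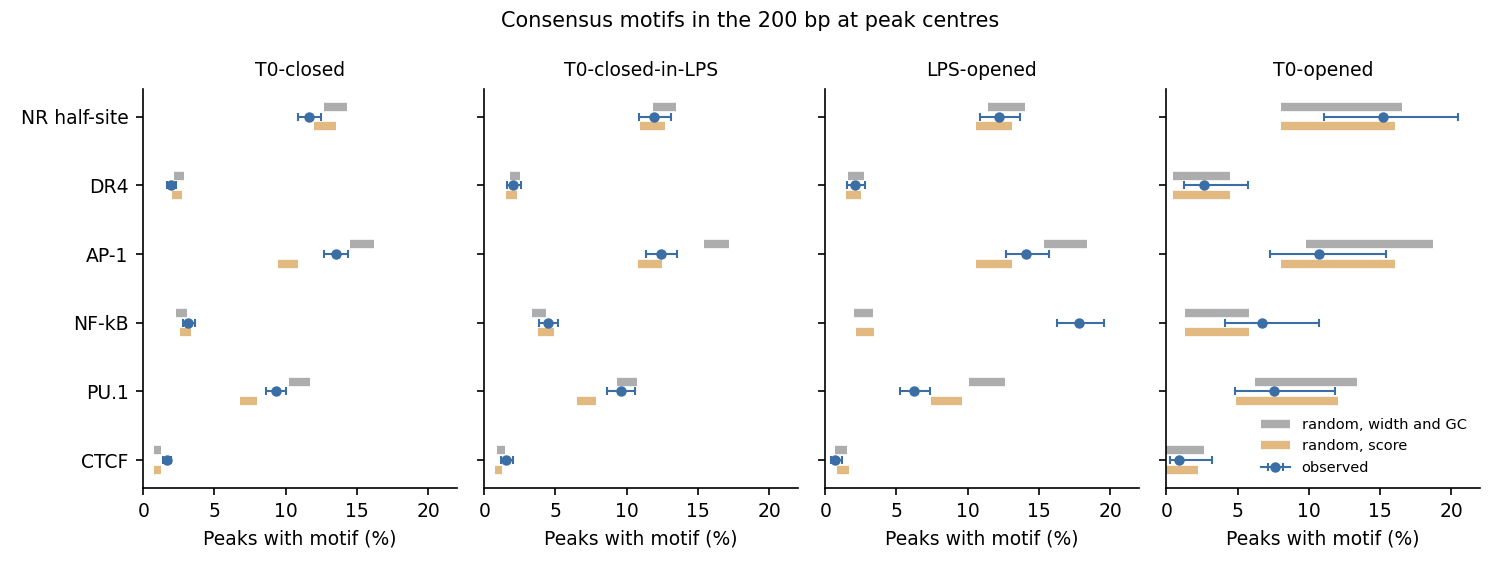
Share of peaks with each consensus motif in the 200 bp at the peak centre (horizontal axis, percent) in each of 4 changed sets, as points with Wilson 95% intervals. Grey bars give the central 95% of random lists matched on width and GC content, tan bars those matched on score, and NF-kB in LPS-opened peaks lay at 17.8%, above both.

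Fixed gene lists were used to ask whether changed peaks lay near LXR target or inflammatory genes, with housekeeping genes as a control. Within 100 kb of the TSS, 27 of 30 inflammatory genes (90%, interval 74.4 to 96.5%) had a T0-closed peak, against 85.3% (73.3 to 96.7%) in random lists of genes with as many peaks nearby. The corresponding values were 15 of 19 LXR targets (78.9% against 67.1%) and 15 of 20 housekeeping genes (75% against 82.2%), all within their random ranges, and 51.7% of all genes. T0-closed-in-LPS peaks lay near 21 of 30 inflammatory genes (70.0% against 64.3%), 7 of 19 LXR targets (36.8% against 45.8%) and 15 of 20 housekeeping genes (75% against 61.02%), likewise within range. With a window of 10 kb the LXR target share was 2.52 times that of random lists, from 5 of 19 genes.

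LPS-opened peaks lay near 25 of 30 inflammatory genes (83.3%, interval 66.4 to 92.7%), against 49.0% (33.3 to 66.7%) in random lists, none of which reached that share. They lay near 6 of 19 LXR targets (31.6% against 31.4%) and 7 of 20 housekeeping genes (35.0% against 45.8%). Genes of a list that lie close together can share a peak. Distinct LPS-opened peaks were not counted, so the intervals and random lists treat genes as independent. T0-opened peaks lay near 4 of 19 LXR targets (21.1%, interval 8.51 to 43.3%), against 4.93% (0 to 15.8%) in random lists, 110 of 10000 of which had as many. With a window of 10 kb no LXR target had a T0-opened peak. The 4 genes were Abca1, Abcg1, Scd1 and Scd2, and as Scd1 and Scd2 shared a peak, they rested on 3 peaks with scores of 103, 74 and 100. T0-opened peaks lay near 1 of 30 inflammatory genes and 1 of 20 housekeeping genes.

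Il1b, on the minus strand of chromosome 2 (129364570 to 129371139), had 8 regions within 100 kb of its TSS. A region 50940 bp downstream of the TSS (chromosome 2, 129319913 to 129320485, intergenic) held a Veh peak with a score of 491, at percentile 62.7 of that list, and no peak in the other lists, each of which had room for a removed peak there. A region 40392 bp downstream (chromosome 2, 129330554 to 129330940, intergenic) had a score of 78 in Veh, none in T0, where there was room for a removed peak, 291 in LPS and 255 in T0-LPS. A region at -9817 bp from the TSS (chromosome 2, 129380844 to 129381067, intergenic) held a peak in LPS alone, with a score of 106, at percentile 8.13, and no room in the other lists. At the remaining 5 regions all 4 lists held a peak. Among these, the largest fall with T0 was from percentile 62.6 in Veh to 39.7 in T0, 32734 bp downstream of the TSS (129338086 to 129338724), where LPS was at 77.4 and T0-LPS at 83.1. In stimulated cells it was from 52.3 in LPS to 18.5 in T0-LPS, at -9311 bp (129380239 to 129380660), where Veh was at 49.4 and T0 at 36.4. The T0 list lacked 18.2% of Veh peaks and the T0-LPS list 10.1% of LPS peaks, mostly weak ones. An unchanged peak would therefore also rank lower there. Part of these falls may follow from the lists, and rises with T0 may be understated. The region nearest the TSS, at -2319 bp (129373198 to 129373718), was at percentile 86.0 in Veh, 75.3 in T0, 80.2 in LPS and 81.5 in T0-LPS.

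**Figure D5:**
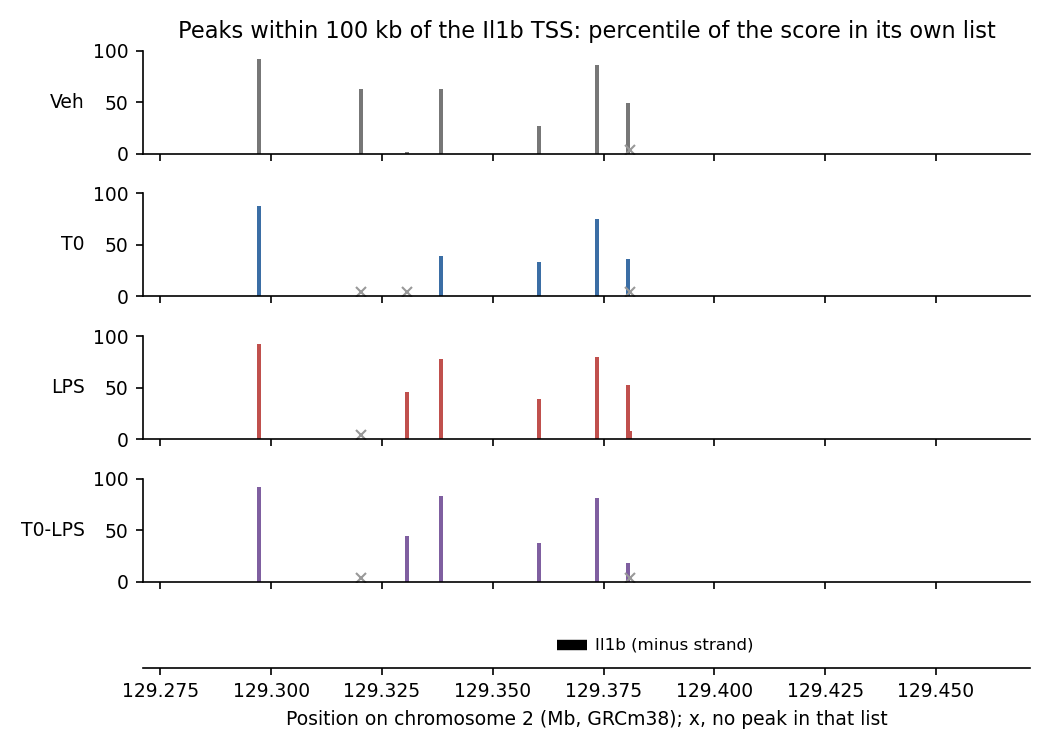
Peaks within 100 kb of the Il1b TSS by position on chromosome 2 (horizontal axis, Mb, GRCm38) in the 4 lists, with the gene drawn underneath. Bar height is the percentile of the peak's score in its own list (vertical axis, percent), crosses mark lists with no peak, and the Veh peak at percentile 62.7 is absent from the other 3 lists.

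Srebf1 (chromosome 11, 60199089 to 60222581, minus strand) had 5 regions, 1 of them T0-closed and none T0-opened. The peak at -421 bp from its TSS (60222717 to 60223286) was at percentile 47.7 of the Veh list and 64.1 of the T0 list. An intronic peak 12031 bp downstream (60210338 to 60210762) was at percentile 54.5 and 64.9. The T0-closed region (60305691 to 60305872, in an intron of Tom1l2) had a score of 112 in Veh and no room in T0. For Ptgs2 (chromosome 1, 150100031 to 150108227, plus strand), 2 of its 3 regions held a peak in all lists. The third, 51347 bp downstream (150151024 to 150151731, intergenic), held an LPS peak with a score of 1259 and none in the other lists, each with room for a removed peak.

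T0 opened a region in an intron of Abcg1 (chromosome 17, 31075461 to 31075809), with a score of 74 in T0 and 242 in T0-LPS and none in Veh or LPS, although both of these lists had room there. A region 21364 bp downstream of the Scd2 TSS (chromosome 19, 44314901 to 44315175, intergenic) had a score of 100 in T0 and 255 in T0-LPS, and neither Veh nor LPS had room. At -58131 bp from the Abca1 TSS, a merged region on chromosome 4 (53217564 to 53218487, intergenic) held peaks in all lists, at percentile 16.2 in Veh, 45.9 in T0, 1.43 in LPS and 72.4 in T0-LPS. Its T0-opened peak (53218149 to 53218460) lay beside the Veh peak, with no room between, and within a single T0-LPS peak. Myd88 had 5 T0-closed regions of 11, the strongest in Veh with a score of 232, 1399 bp downstream of the TSS (chromosome 9, 119339888 to 119340135), with no room in T0 and peaks in LPS and T0-LPS. T0-closed regions numbered 2 of 17 at Itgb2, 0 of 16 at Abca1, 2 of 8 at Abcg1, 1 of 10 at Lpcat3, 1 of 13 at Scd2 and 2 of 7 at Mertk. Of those at Abcg1, 1 lay at -9 bp from the TSS (31057578 to 31057754), with a score of 90 in Veh and no room in T0. The one at Scd2 (44264262 to 44264557) had a score of 254 in Veh and room in T0.

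The highest-scoring peaks of every changed set lay where the searched list had room for a removed peak or, on an unplaced contig of chromosome X, had no flanking peak. The strongest T0-closed peak (chromosome 2, 175868871 to 175869677, score 1503) lay in an untranslated region of Gm6710, where the T0 numbering left room for 13 peaks. Another lay in an intron of Ttc39b (chromosome 4, 83308840 to 83309346, score 1299), with room for 1 peak. The peak at Gm6710 was also the strongest LPS-closed peak. The strongest T0-opened peak lay in an untranslated region of Shcbp1 (chromosome 8, 4779280 to 4779825, score 1034), with room for 5 peaks in Veh. The strongest LPS-opened peak was the one downstream of Ptgs2. The strongest T0-closed-in-LPS peak lay 334 bp from the TSS of Evi5l (chromosome 8, 4165841 to 4166624, score 1399), with room for 3 peaks in T0-LPS. The strongest T0-opened-in-LPS peak lay in an intron of Enkur (chromosome 2, 21182784 to 21183278, score 1123), with room for 3 peaks in LPS.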

Values the study reported

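The study reported that T0 closed 6,474 enhancers and opened 224. With LPS it counted 2,020 opened and 4,636 closed enhancers. It stated that 36% of the T0-closed-in-LPS enhancers overlapped T0-closed ones, and that the enhancer filter captured 70% of open chromatin regions.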

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

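A score of at least 200, the restriction to peaks with no room for a removed peak, 50 score bins for overlaps and a motif background matched on score were chosen only after the result was seen. For 52 results, 269 values were computed under alternatives. Of these, 173 stayed within the counting interval, or for counts and ratios of counts within 1.5 times, 83 moved further, and 13 changed the direction of a called difference. Limiting the lists to autosomes moved none of the counts, their ratios and the overlaps. Nor did a score of at least 50 in both lists, but that left 35496 of 35551 Veh peaks and could move little. The 50 score bins change only the random lists of the 3 overlaps, to means of 33.9%, 28.3% and 40.8%, and leave the shares as they were by construction, so these 3 shares were not counted above. No paired analysis was possible because peaks were called on the pooled libraries of a group, 1 list each, so the shared replicate numbers identify no values.

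Every count depended on the strength of the peaks looked for. At or above the median score of the tested list, the sets held 141 T0-closed, 13 T0-opened, 128 LPS-closed, 147 LPS-opened, 64 T0-closed-in-LPS and 35 T0-opened-in-LPS peaks. LPS-closed peaks per LPS-opened peak then changed direction, to 0.871. With a score of at least 200, the counts were 958, 18, 814, 401, 217 and 59 in the same order. With no room for a removed peak they were 4066, 123, 2732, 1238, 2056 and 612. These 3 alternatives only remove peaks, so a lower count follows from their construction.

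With lists of equal length, T0-closed peaks dropped to 2301 and T0-opened peaks rose to 1723, a ratio of 1.34 in place of 28.9. The ratio was 1.07 for LPS and 1.11 for T0-LPS against LPS. LPS-closed peaks numbered 2968, T0-closed-in-LPS peaks 2037 and T0-opened-in-LPS peaks 1840. Lists of equal length force nearly equal losses in both directions, so this setting shows how far the count ratio rests on list length and says nothing of its cause. Across the other alternatives the T0 ratio ran from 3.81 to 53.2.

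Under a reciprocal overlap of 50%, T0-opened peaks numbered 2035, LPS-opened peaks 3534 and T0-opened-in-LPS peaks 2139. With windows of 200 bp at peak centres, T0-opened peaks numbered 1127 and T0-opened-in-LPS peaks 1670. In both settings a narrowed or displaced peak can count as missing from either list.

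The overlaps, counted for T0-closed-in-LPS peaks among those that overlapped a Veh peak, stayed above their random lists under all alternatives tried. The share of T0-closed-in-LPS peaks that overlapped T0-closed peaks was 39.2% with 50% of the peak covered, 40.4% under reciprocal overlap, 33.4% with centred windows, 28.1% at or above the median score, 16.9% with lists of equal length and 24.0% with a score of at least 200. The share of LPS-opened peaks absent from T0-LPS was 43.8% with peaks within 500 bp shared, 44.1% with centred windows, 14.3% at or above the median score, 32.6% with lists of equal length and 10.97% with a score of at least 200. The share of T0-closed peaks that were LPS-closed was 53.2% under reciprocal overlap, 48.2% with peaks within 500 bp shared, 44.0% at or above the median score and 31.1% with a score of at least 200. For these shifts the cause was not tested.

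Shares near a TSS, relative to the whole list, were 0.535 for T0-closed, 0.501 for T0-closed-in-LPS and 0.389 for LPS-opened peaks within 500 bp, and 0.761, 0.763 and 0.684 within 2 kb. These 6 values stayed below 1.

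Gene list values are ratios to random lists. For inflammatory genes and LPS-opened peaks the ratio was 2.09 within 50 kb and 3.98 within 10 kb, against 1.70 within 100 kb. Within 10 kb it was 1.40 for inflammatory genes with T0-closed (interval 0.836 to 2.08) and 1.40 with T0-closed-in-LPS peaks (interval 0.667 to 2.62), so neither showed an excess. For LXR targets and T0-closed-in-LPS peaks it was 2.52 within 10 kb (interval 1.13 to 4.68), from 5 of 19 genes, against 0.804 within 100 kb. For LXR targets and T0-opened peaks it changed from 4.27 to 0 within 10 kb, where random lists averaged 0.795% and 19 genes are too few to show a difference. Under reciprocal overlap that ratio was 1.93, and 1.94 for housekeeping genes.

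Motif ratios depended on the background. With all other peaks as background, ratios changed direction for DR4 in T0-closed (1.06), AP-1 in LPS-opened (1.03) and T0-closed (1.01), NF-kB in T0-closed (0.941) and T0-closed-in-LPS (0.927) and PU.1 in T0-closed peaks (1.07), though the interval of each of these included 1. The half-site ratio was then 0.985 in T0-closed and 1.05 in T0-closed-in-LPS peaks, and NF-kB in LPS-opened peaks 4.53. With a background matched on score, AP-1 changed direction in LPS-opened (1.19), T0-closed (1.33) and T0-closed-in-LPS peaks (1.07), as did PU.1 in T0-closed peaks (1.26), and of these the interval included 1 for AP-1 in T0-closed-in-LPS peaks alone. PU.1 in T0-closed-in-LPS peaks moved from 0.954 to 1.34 (interval 1.204 to 1.48). These intervals leave out the error of the background, in which many peaks were drawn with replacement. With it, AP-1 in T0-closed peaks lay 3.38 points (interval 2.02 to 4.73) and PU.1 1.93 points (interval 0.719 to 3.14) above other Veh peaks of the same score. Under reciprocal overlap NF-kB in T0-opened peaks changed direction from 1.995 to 0.985, and in LPS-opened peaks it was 4.14. Scanning the whole peak, with sets as first defined, gave 5.92 in LPS-opened peaks. DR4 with 1 mismatch gave 0.557 in T0-closed and 0.466 in T0-closed-in-LPS peaks, from 8 and 4 peaks. The wider half-site gave 0.952 in T0-closed peaks. The cause was not tested for any of these.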

Other observations

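Tests for the excess of closed over opened peaks in the 3 comparisons, for the TSS share of peaks closed by 1 treatment alone, for the half-site share against peaks of the same score, for T0-closed-in-LPS peaks matched on the LPS and the Veh score and for the loss of peaks outside the enhancer filter were chosen only after the result was seen.

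T0-closed peaks outnumbered T0-opened peaks by 28.9 to 1, and the tables argue against random loss of weak peaks as the whole of this. Random loss from lists of equal strength would leave shared peaks narrower about as often as wider, yet 87.5% of those shared by Veh and T0 were narrower in T0. A uniform reduction of peak strength in the T0 list remains a candidate explanation. It predicts that strong Veh peaks stay in the T0 list unless the enhancer filter took them. Of the 141 T0-closed peaks at or above the median score, 98.6% had room for a removed peak, leaving 2. Room may also reflect wide intervals between flanking peaks, which were not matched, so this share is weak evidence. A uniform reduction alone does not account for which weak peaks were lost, since T0-closed peaks lay near a TSS less often than Veh peaks of the same score. Fewer usable reads in the T0 libraries would do the same to scores, widths and weak peaks. The highest peak number changed by -25.0%, which either a depth difference or a lower accessibility could give, and without read numbers the 2 cannot be told apart. An effect of T0 on accessibility stays open from these lists. In the paper, a principal component analysis of enhancer signal grouped the replicates by condition, with a moderate effect of T0. It also showed normalized signal tracks and published LXR ChIP-seq signal centred on T0-closed enhancers. None of these was examined here.

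The LPS comparison differed in both sets of peaks. Room was left at 87.4% (interval 80.5 to 92.1%) of the 127 LPS-closed peaks at or above the median score, against 94.98 to 99.6% for T0-closed peaks, and 16 had none. Strong LPS-opened peaks were tested separately, and under a uniform reduction in the LPS list they should lie where a Veh peak was removed. Only 55.5% of 146 did (interval 47.4 to 63.3%), and 65 had no room, whereas all 13 T0-opened peaks of that strength had room (interval 77.2 to 100%). These differences were compared by counting intervals only. A uniform reduction alone therefore leaves the LPS comparison unexplained, which is consistent with regions that opened upon stimulation. NF-kB motifs in 17.8% of LPS-opened peaks point the same way. For T0 in stimulated cells, 100% of the 63 T0-closed-in-LPS peaks at or above the median score had room, as did all 34 T0-opened-in-LPS peaks, so a uniform reduction stays open there, as does the depth difference for that pair of lists.

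The narrowing of shared peaks with T0 was not limited to a class of peaks. A change limited to distal peaks is argued against by the 85.9% of shared peaks within 1 kb of a TSS that were narrower, against 88.4% of distal ones. A change that spares CTCF sites is argued against by 83.9% of 205 peaks with a CTCF motif. The median log2 width ratio was -0.16 near a TSS, above the -0.18 to -0.17 of random lists of the same strength and width, so the narrowing was general but not exactly equal. Peaks with a DR4 motif had a median log2 width ratio of -0.16, inside the -0.19 to -0.15 of its random lists, so peak strength may account for their value and these data give no sign that they narrowed more. Fewer reads and a general loss of accessibility both stay open here.

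The decline was not limited to macrophage enhancers either. The number of peaks outside the enhancer filter, counted from gaps in the numbering, changed by -41.7% with T0, more than the -16.1% among retained peaks. Since removed peaks may be weaker on average, a change that hits weak peaks could give that order.

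Strong peaks missing from another list deserve caution, because the enhancer filter may have removed a called peak there. Over the 6 changed sets, 99.4% of 162 missing peaks with a score of 600 or more had room for a removed peak, against 36.6% of 5036 with a score under 100. Among T0-LPS peaks missing from the T0 list the share was lower, 89.2% of 37. The strongest named examples, such as the LPS peak downstream of Ptgs2 and the Veh peak at Gm6710, are of this kind. The Veh peak 50940 bp downstream of the Il1b TSS is also of this kind, and the unfiltered lists would show whether T0 removed it. At Abca1, Abcg1 and Scd2, T0-opened peaks had low scores in the T0 list, and their regions ranked higher in T0-LPS, at percentile 72.4, 41.9 and 44.3. These genes were set side by side after their values were seen.

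Coarse matching of peak strength did not account for the whole of the overlap between closed sets. T0-closed-in-LPS peaks that overlapped a Veh peak had a median Veh score of 169, against 463 for other LPS peaks that did, so random lists were matched on the Veh score as well as the LPS score. These gave a mean of 37.97% and an upper bound of 39.3% for the central 95%, against 49.8% (interval 47.8 to 51.8%) for T0-closed-in-LPS within T0-closed peaks. For T0-closed within LPS-closed peaks the bound was 41.4% in 50 score bins, against 51.1%. The second pair of sets shares the Veh list, so a Veh peak called too high by chance would be missing from both treated lists. The first pair shares no list. Of the peaks missing from T0 and LPS, 87.9% were missing from T0-LPS too, against 50.2% in lists matched on score among those missing from 1 alone. For the second pair, chance calls in Veh and regions closed by both treatments predict this alike and cannot be told apart.

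The same holds for LPS-opened peaks absent from T0-LPS. If LPS peaks called too high by chance were the cause, LPS-opened peaks with an NF-kB motif, which are less likely to be chance calls, should be lost less. They were absent in 27.2% of cases (interval 22.9 to 32.0%), against 50.8% of those without the motif. The latter were weaker, with a median score of 119 against 173. LPS peaks of the same score that overlapped a Veh peak were absent in 19.4% (15.8 to 23.1%) and 30.3% (28.5 to 32.0%) of cases, so part of the contrast follows peak strength and both groups were absent more often than their matched lists. A part due to chance calls and a part due to T0 cannot be told apart from these lists.

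The low share of T0-closed peaks near a TSS was not an effect of T0 alone, since 14.3% (interval 12.5 to 16.3%) of the 1325 LPS-closed peaks that the T0 list kept lay within 1 kb of a TSS, against 36.9% (34.7 to 39.2%) of Veh peaks of the same score that both lists kept. Of the 3163 T0-closed peaks that the LPS list kept, 27.4% (interval 25.9 to 28.96%) lay there, against 37.9% (36.8 to 39.1%), where 652 of them had no unused match of the same score. Distal peaks may be more readily missing from either treated list.

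Nuclear receptor motifs were not enriched in T0-closed peaks by consensus scanning. The half-site share of 11.7% differed from the 13.5% of other Veh peaks of the same width and GC content by -1.84 points (interval -3.05 to -0.634) with the error of both. Against Veh peaks of the same score the difference was -1.12 points (interval -2.63 to 0.391), and the ratio to all other peaks was 0.985 (interval 0.920 to 1.05). Peak strength and a lower share in the closed regions therefore cannot be told apart, as the other peaks of low score were few. No test separated LXR sites from those of other nuclear receptors, and a consensus scan may miss degenerate sites. Chance matches were frequent, with a half-site in 25 and DR4 in 5 of 300 random sequences without a planted site. A modest enrichment of true sites could therefore go unseen. With the wider half-site the ratio was 0.952 in place of 0.864. AP-1 ranged from 0.839 to 1.19 in LPS-opened peaks over the 3 backgrounds.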
